# Systemic chromosome instability in Shugoshin-1 mice resulted in compromised glutathione pathway, activation of Wnt signaling and defects in immune system in the lung

**DOI:** 10.1038/oncsis.2016.56

**Published:** 2016-08-15

**Authors:** H Y Yamada, G Kumar, Y Zhang, E Rubin, S Lightfoot, W Dai, C V Rao

## Abstract

Mitotic error-mediated chromosome instability (CIN) can lead to aneuploidy, chromothripsis, DNA damage and/or whole chromosome gain/loss. CIN may prompt rapid accumulation of mutations and genomic alterations. Thus, CIN can promote carcinogenesis. This CIN process results from a mutation in certain genes or environmental challenge such as smoking, and is highly prevalent in various cancers, including lung cancer. A better understanding of the effects of CIN on carcinogenesis will lead to novel methods for cancer prevention and treatment. Previously Shugoshin-1 (Sgo1^−/+^) mice, a transgenic mouse model of CIN, showed mild proneness to spontaneous lung and liver cancers. In this study, adoptive (T/B-cell based) immunity-deficient RAG1^−/−^ Sgo1^−/+^ double mutant mice developed lung adenocarcinomas more aggressively than did Sgo1^−/+^ or RAG1^−/−^ mice, suggesting immune system involvement in CIN-mediated lung carcinogenesis. To identify molecular causes of the lung adenocarcinoma, we used systems biology approach, comparative RNAseq, to RAG1^−/−^ and RAG1^−/−^ Sgo1^−/+^. The comparative RNAseq data and follow-up analyses in the lungs of naive Sgo1^−/+^ mice demonstrate that, (i) glutathione is depleted, making the tissue vulnerable to oxidative stress, (ii) spontaneous DNA damage is increased, (iii) oncogenic Wnt signaling is activated, (iv) both major branches of the immune system are weakened through misregulations in signal mediators such as CD80 and calreticulin and (v) the actin cytoskeleton is misregulated. Overall, the results show multi-faceted roles of CIN in lung carcinoma development in Sgo1^−/+^ mice. Our model presents various effects of CIN and will help to identify potential targets to prevent CIN-driven carcinogenesis in the lung.

## Introduction

Aneuploidy has been predicted to cause cancer.^1, 2^ Aneuploid cells are created through genomic instability, which has two major modes, mitotic error-mediated chromosome instability (CIN) and DNA metabolism-mediated microsatellite instability, which are not mutually exclusive. CIN can lead to a variety of outcomes in post-mitotic cells, including tetraploidy, chromothripsis, DNA damage and aneuploidy.^2, 3^ Further, the gain of oncogenes or loss of tumor suppressors may result. Thus, CIN can serve as a mutator.^4^ In addition, CIN can produce DNA damage and facilitate mutagenesis.^5^ Micronuclei formation and chromothripsis may also occur, leading to extensive genome shuffling and mutation.^6, 7^ Thus, CIN is mutagenic on a cellular level. Carcinogenic environmental factors, such as hepatitis virus infection^8, 9^ and smoking,^10, 11^ can produce CIN. These cell biological observations and other evidence strongly suggest a role of CIN in carcinogenesis.

Tumor-mass sequencing data indicate that the genes that are frequently mutated in colon cancer function to prevent CIN, suggesting that progressive CIN is an integrated process in colonic carcinogenesis.^3^ Most primary lung cancers carry loss of heterozygosity, which is associated with CIN, further implicating CIN in lung carcinogenesis.^12^ CIN can be caused by mutations in various genes, many of which are *bona fide* mitotic regulators, such as mitotic spindle checkpoint components BubR1 and Mad2, the mitotic motor Cenpe, and chromosome cohesion regulators such as Sgo1. CIN model mice, transgenic mice with mutations in mitotic regulators, were created to investigate the effects of CIN on carcinogenesis *in vivo*.^13, 14, 15, 16^

The consequences of CIN and aneuploidy *in vivo* have been identified and characterized using animal models. Aneuploidy causes gross transcriptome changes^17^ and imbalances in protein generation, producing proteotoxic effects that lead to endoplasmic reticulum (ER) stress, lysosomal stress and overwhelmed autophagy in the cells.^18^ Mouse studies showed that high rates of CIN and aneuploidy do not always translate directly to high rates of cancer, and that CIN can be both oncogenic and tumor suppressing in different organs.^4, 19, 20^ Therefore, the relationship between CIN and carcinogenesis is not straightforward and is organ specific. Cell death is a determining factor. A high rate of CIN and aneuploidy can lead to cell death rather than tumorigenesis.^21^ Another possible determining factor is the involvement of immune system and its surveillance to remove aneuploid cells. G Kroemer‘s group showed that tetraploid cells express specific cell surface antigens, including calreticulin (an ‘eat me' signal), and proposed that immune surveillance specifically targets the tetraploid cells to suppress cancer.^22, 23^ Although whether immune surveillance is involved in removing CIN cells *in vivo* remains to be investigated further, there are reports supportive to the notion linking smoking, CIN and immune function, such as, tobacco smoking is known to decrease immune functions in lung,^24, 25^ and lung cancers with smoking signatures respond better to immune checkpoint PD1 inhibitor therapy.^26^

Shugoshin-1 (Sgo1) regulates chromosome cohesion and centrosome integrity.^27, 28, 29^ Sgo1 expression is abnormal in various human cancers, including colon, lung and liver cancer.^30, 31, 32, 33^ The inner centromere-Shugoshin mitotic network was shown to be dysfunctional in numerous cancers, suggesting that proper Sgo1 function is crucial to preventing CIN and cancer.^34^ To further investigate carcinogenesis for cancer prevention, we generated Sgo1^−/+^ CIN model mice, and have demonstrated the involvement of CIN in carcinogenesis in several organs, including the colon, liver and lungs.^20, 35, 36, 37^ The colon in particular showed a modified carcinogenesis profile after treatment with the carcinogen Azoxymethane.^20, 35, 37^ In the Sgo1^−/+^ CIN model mice, the lungs and liver were also prone to spontaneous carcinogenesis.^36^ Spontaneous hepatic and lung carcinogenesis were reported in other CIN models, including BubR1^−/+^ and Mad2^−/+^ mice,^16^ suggesting that these cancers may be common consequences of CIN.

CIN has shown to be at least correlational, if not causal, to carcinogenesis in the lung. Smoking increases copy number variations and CIN in lungs in humans and animal models.^38, 39^ CIN is a marker of poor prognosis for non-small cell lung cancer.^40^ Inducible Mad2 overexpression CIN model mice, which are defective in the mitotic spindle checkpoint and show CIN, demonstrated a higher rate of recurrence of lung tumor in an experimental setting in which lung tumorigenesis was at first induced through k-ras oncogene addiction then the tumors regressed by the oncogene shutdown.^41^

As above, the link between CIN and immune function has only been suggestive and the role in carcinogenesis requires further study. In this study, we generated RAG1^−/−^ Sgo1^−/+^ mice and assessed carcinogenesis to investigate the involvement of adoptive immunity and immune surveillance without or with high rate of CIN (that is, Sgo1^−/+^ background) *in vivo*. Recombination activating gene 1 (RAG1) is involved in activation of immunoglobulin V-D-J recombination. The loss (−/−) of RAG1 leads to compromised adoptive immunity,^42^ yet due to exclusive dependence on another immune system branch mediated by natural killer (NK) cells,^43^ no lung tumor proneness has been reported. We observed enhanced carcinogenesis in lungs from RAG1^−/−^ Sgo1^−/+^ mice, suggesting a link between CIN-aggravated lung carcinogenesis and adoptive immunity. To investigate the molecular link, we performed next-generation sequencing/RNAseq in lungs from RAG1^−/−^ and RAG1^−/−^ Sgo1^−/+^ mice, and identified culprit pathways responsible for the lung carcinogenesis. We validated the pathways in naive Sgo1^−/+^ mouse lungs, uncovering the multi-faceted carcinogenic effects of CIN in the lung for the first time.

## Results

### RAG1^−/−^ Sgo1^−/+^ mice showed high incidence of lung adenocarcinoma

Sgo1^−/+^ mice develop with normal appearance and with modest proneness to spontaneous carcinogenesis in the lungs and liver at 12 months of age and later.^36^ RAG1^−/−^ mice also develop normally with no apparent tumors up to 12 months, despite their compromised adoptive immunity.^42, 43^ The relatively normal phenotype of RAG1^−/−^ mice in the laboratory environment is at least partly explained by surveillance of NK cells, another major branch of the immune system.^42, 43^

To assess the effect of the loss of adoptive immunity in the Sgo1^−/+^ CIN model, we generated RAG1^−/−^ Sgo1^−/+^ mice. All animals (RAG1^−/−^ (*n*=20), Sgo1^−/+^ [*n*=32], RAG1^−/−^ Sgo1^−/+^ (*n*=16)) developed and lived normally until the ages of 6 and 9 months. However, significantly more RAG1^−/−^ Sgo1^−/+^ mice (*n*=6; 37.5%) died by the 12 months end point (Table 1). The main cause of death was gross lung tumors. Six among the 10 surviving RAG1^−/−^ Sgo1^−/+^ mice (37.5%) had gross lung carcinomas at the 12 months end point (Figure 1a). Previous studies indicated a modest increase in spontaneous liver cancers^36^ and lung cancers^36^ (Table 1) in Sgo1^−/+^ mice. However, the cancers did not cause a significant increase in lethality because of the smaller size by 12 months of age. The RAG1^−/−^ background facilitated lung carcinoma development in Sgo1^−/+^ such that it manifested as lethality by 12 months of age. Gross liver tumors were not observed, although histological abnormalities such as nuclear pleomorphism (variation of nuclear size), megamitochondria and binucleation were observed in mice with Sgo1^−/+^ background. No significant inflammatory infiltrates or steatosis were appreciated in any of the sections examined. (Supplementary Figure 1). When we performed lung immunohistochemistry (IHC) for DNA double-strand break marker γ-H2AX in RAG1^−/−^Sgo1^−/+^ double mutant and compared with RAG1^−/−^ and Sgo1^−/+^ single mutants, there were clear difference in γ-H2AX staining pattern between Sgo1^−/+^ and Sgo1^+/+^. Sgo1^−/+^ background specifically showed higher γ-H2AX in alveoli, but not in branchioli (Figures 1b and c), which suggests that the branchioloalveolar-in type lung tumors may have originated from alveolar region with higher DNA damage.

### Transcriptomic differences in normal-looking lung tissues from RAG1^−/−^ and RAG1^−/−^ Sgo1^−/+^ mice

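Lung RNA from 3 RAG1-/- mice (replicates 1, 2 and 3) and 3 RAG1-/- Sgo1-/+ mice (replicates 4, 5 and 6), each 12 months old, was sequenced, and the deposited table gives the reads that the authors' software counted on each of 25860 genes. Between 3205822 and 9366774 reads per library were counted on genes, with a median of 6608063 in RAG1-/- and 4950007 in RAG1-/- Sgo1-/+. At this depth 3 reads, the smallest amount treated as detected, correspond to 0.320 to 0.936 CPM (counts scaled to a common library total). The targeted genes were read first. Sgo1 had 6, 2 and 4 reads in RAG1-/- and 6, 0 and 2 in RAG1-/- Sgo1-/+ (log2 fold change 0.10, SE 1.09, adjusted *P*=0.993), which is too few to show the loss of a copy. Rag1 had 24, 10 and 16 reads in RAG1-/- and 12, 8 and 8 in RAG1-/- Sgo1-/+ (log2 fold change -0.15, SE 0.50, adjusted *P*=0.976). Xist had 7717 reads in RAG1-/- replicate 1 and between 4 and 8 in the other 5 libraries, and Ddx3y had 2 reads there and between 342 and 1228 in the others. Immunoglobulin reads in one library go against its label. Igkc, chosen after its values were seen, had 1853 reads in RAG1-/- replicate 2, 8 in RAG1-/- replicate 1 and 0 in the other 4 libraries. Of 222 variable segments of immunoglobulin genes, 58 had at least 3 reads in that library and 0 in each of the other 5. Rearranged immunoglobulin transcripts require RAG1, so values without the library labelled RAG1-/- replicate 2 are given for the genes that the paper names from these data and for the lists set beside them. Without it Sgo1 was at -0.052 and Rag1 at -0.24.

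**Figure D1:**
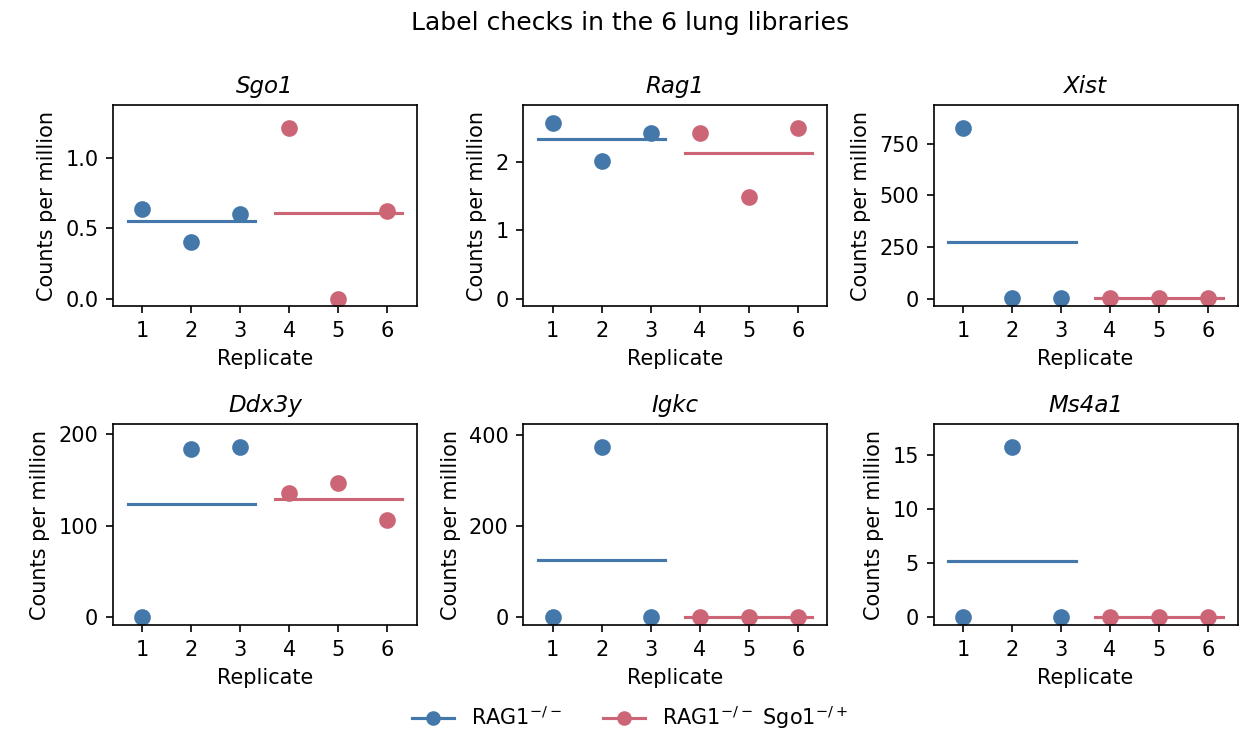
CPM of Sgo1, Rag1, Xist, Ddx3y, Igkc and Ms4a1 in each library of 3 RAG1-/- and 3 RAG1-/- Sgo1-/+ lungs, with the mean of each group as a line.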

To investigate the molecular causes that led to high incidence of lung carcinomas in RAG1^−/−^ Sgo1^−/+^ mice, we performed RNAseq-transcriptome analyses using normal-looking lung tissues from RAG1^−/−^ (*N*=3) and RAG1^−/−^ Sgo1^−/+^ (*N*=3) mice. Using the data set, we identified differentially expressed genes. There were total of 153 hits with a twofold expression difference threshold, *P*<0.05; 72 upregulated genes and 81 downregulated genes (complete list in Supplementary Data). 

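Of the genes in the table, 17231 had at least 10 reads summed over the 6 libraries and were compared with the quasi-likelihood test of edgeR, with each library scaled to its total count. At a Benjamini–Hochberg adjusted *P* under 0.05 and a difference of at least 2-fold, 0 genes passed, and the smallest adjusted *P* was 0.832. An unadjusted *P* under 0.05 was found for 976 genes (5.66% of those tested), of which 233 differed at least 2-fold, with 113 higher and 120 lower in RAG1-/- Sgo1-/+. In the deposited list of 153 genes the authors' largest unadjusted *P* is 0.0486, and their adjusted *P* is under 0.05 for 20 genes (10 higher, 10 lower) and reaches 0.72. Gstm5, Rspo3 and Cd80 are among the 20. All 153 genes had the direction given by the authors, and 97 of them are among the 233. Their median total over the 6 libraries was 84 reads, against 671 for the tested genes. Of the alternatives, leaving the libraries unscaled moved the count most at an adjusted *P*, to 72 genes, of which 61 were lower and 21 are in the deposited list. Without the library labelled RAG1-/- replicate 2 0 genes passed at the adjusted threshold. Leaving the libraries unscaled also moved the median log2 fold change of all tested genes to -0.59. In counts simulated with the same depth and 200 changed genes of at least 60 reads, the test called 36.5% of those changed 2-fold and 86% of those changed 4-fold. The changed genes were drawn from all genes of at least 60 reads. These shares therefore need not hold for the authors' genes, with their median of 84 reads. They cover no gene under 60 reads, such as Sfrp4 or Klra3.

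**Figure D2:**
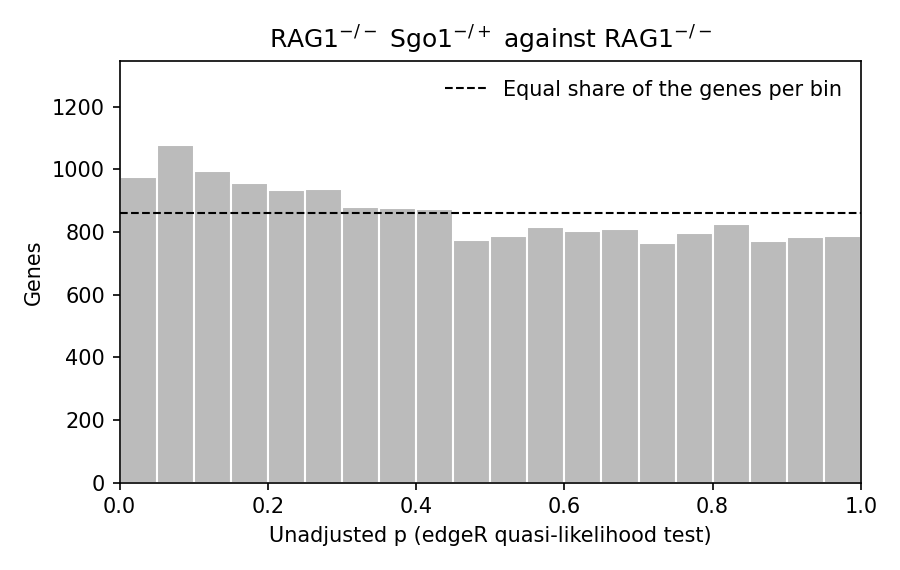
Distribution of the unadjusted edgeR *P* over 17231 tested genes, 3 RAG1-/- against 3 RAG1-/- Sgo1-/+ lungs.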

Heat map for the identified genes showed consistent differences between RAG1^−/−^ and RAG1^−/−^Sgo1^−/+^ groups (Figure 2a). 

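The heat map shows genes chosen for their difference between the groups. Among the deposited 153 genes, 114 (74.5%) had the 3 libraries of one group above the 3 of the other. Over the tested genes without selection this held for 2030 (11.8%), where chance gives 10%. In a principal component analysis of log2 CPM of the tested genes, the first component (32.2% of the variance) set RAG1-/- Sgo1-/+ replicate 6 at 74.02 and the other 5 libraries between -20.8 and -6.50. The library labelled RAG1-/- replicate 2 lay farthest out on the second component (23.0%), at 56.9. Neither component separated the groups (exact permutation test, *P*=0.5 and *P*=0.7, where the smallest possible is 0.1). Average Spearman correlations across genes were 0.974 both within and between the groups. Clustering placed RAG1-/- Sgo1-/+ replicate 6 alone and the other 5 libraries together. Counting genes with at least 10 CPM and at least 4-fold above every other library gave 49 in RAG1-/- Sgo1-/+ replicate 6, 23 in the library labelled RAG1-/- replicate 2, 12 in RAG1-/- replicate 1, 1 in RAG1-/- Sgo1-/+ replicate 5 and 0 in the remaining libraries.

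**Figure D3:**
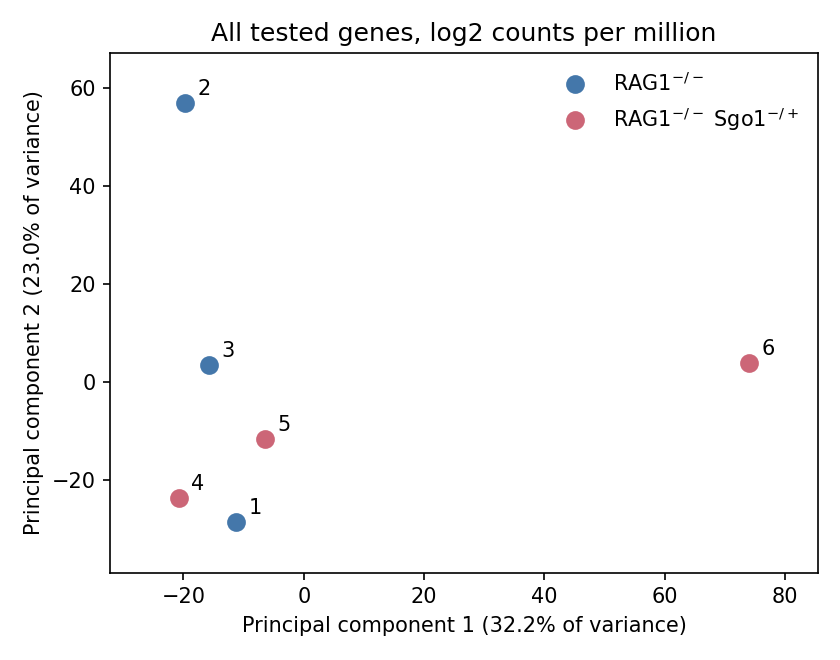
Principal components of log2 CPM over all tested genes, 3 RAG1-/- and 3 RAG1-/- Sgo1-/+ lungs, labelled by replicate.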

Significantly affected pathways (*z* score >2) were identified, and indicated as Kyoto Encyclopedia of Genes and Genomes pathways (Figure 2b). Upregulated pathways included various amino-acid metabolism (for example, phenylalanine, tyrosine and tryptophan biosynthesis (*z* score 16.24); phenylalanine metabolism (10.02); alanine, aspartate and glutamate metabolism (7.29); tyrosine metabolism (6.85); and cysteine and methionine metabolism (6.66)), and immune function-related (for example, allograft rejection (8.98); graft-vs-host disease (8.79); autoimmune thyroid disease (7.78); systemic lupus erythematosus (4.83); and antigen processing and presentation (4.62)). 

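Pathway membership was written by hand for the pathways named here, within 32 lists tested together with camera in limma. The amino-acid lists did not shift as a whole: phenylalanine, tyrosine and tryptophan biosynthesis differed by a mean of 0.36 on the log2 scale over 5 genes (adjusted *P*=0.317), alanine, aspartate and glutamate metabolism by 0.093 over 27 (adjusted *P*=0.806), and cysteine and methionine metabolism by 0.024 over 33 (adjusted *P*=0.753). Without the library labelled RAG1-/- replicate 2 these were 0.39, 0.047 and 0.030. Antigen processing and presentation was higher by 0.17 over 49 genes (adjusted *P*=0.0102), major histocompatibility complex class II by 0.21 over 11 (adjusted *P*=0.0328), and allograft rejection by 0.16 over 34 (adjusted *P*=0.108). Without RAG1-/- Sgo1-/+ replicate 6 the antigen list moved to -0.0042 (adjusted *P*=0.364, between 6.7e-05 and 0.791 over its alternatives), and without the library labelled RAG1-/- replicate 2 it was higher by 0.24, class II by 0.36 and allograft rejection by 0.15. Class II was higher by 0.036 without RAG1-/- replicate 1, and its adjusted *P* ran from 0.00329 to 0.791. Allograft rejection was higher by 0.045 to 0.31 when each library was left out. Its adjusted *P* ran from 0.00422 to 0.827 over the alternatives. No gene passed the adjusted threshold, so *z* scores were taken on the 113 higher genes by unadjusted *P*. In each of the 5 amino-acid lists that the paper names, the same single gene was among them, Il4i1 (39, 24 and 30 reads in RAG1-/-, 31, 30 and 76 in RAG1-/- Sgo1-/+). Its log2 fold change was 1.35 (SE 0.53, adjusted *P*=0.832). The *z* scores were 5.36 for phenylalanine, tyrosine and tryptophan biosynthesis, 2.77 for phenylalanine, 2.20 for tyrosine, 1.96 for alanine, aspartate and glutamate, and 1.69 for cysteine and methionine. Allograft rejection (5.91) and graft-vs-host disease (5.21) rested on Cd80, H2-DMb2 and H2-M2, and antigen processing (4.75) on Ctss, H2-DMb2 and H2-M2. With the deposited 72 higher genes in their place and all 25860 genes as background, the amino-acid scores, in the order above, were 7.62, 4.12, 3.06, 3.18 and 2.85, each on Il4i1 alone. Allograft rejection was then at 8.56, graft-vs-host disease at 7.77 and antigen processing at 4.94. The background was 17231 tested genes for the earlier scores, so the scores do not compare directly. H2-DMb2 was higher by 1.06 (SE 0.34) with the groups apart, while H2-M2 had 35 of its reads in RAG1-/- Sgo1-/+ replicate 6, 10 in replicate 5 and between 2 and 4 in each other library. No list was written for autoimmune thyroid disease or systemic lupus erythematosus.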

Downregulated pathways included phenylalanine metabolism (7.23), tyrosine metabolism (4.86) and graft-vs-host disease (4.02). 

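As whole lists, phenylalanine metabolism (16 genes) changed by -0.0021 on the log2 scale (adjusted *P*=0.753), tyrosine metabolism (23 genes) by -0.074 (adjusted *P*=0.175) and graft-vs-host disease (42 genes) by -0.0040 (adjusted *P*=0.870). Without the library labelled RAG1-/- replicate 2 the changes were 0.014, in the other direction, -0.046 and -0.075. Among the 120 genes lower by unadjusted *P*, Aoc3 stood alone for phenylalanine (*z* score 2.67) and tyrosine metabolism (2.11), and Klra3 and Klra9 for graft-vs-host disease (3.17). One-sided Fisher's exact tests gave *P*=0.106, *P*=0.149 and *P*=0.0346 for these lists in that order. With the deposited 81 lower genes in their place and all 25860 genes as background, the scores were 7.97, 6.01 and 4.73, and Ddc joined Aoc3. Aoc3 had 178, 42 and 46 reads in RAG1-/- and 22, 16 and 8 in RAG1-/- Sgo1-/+ (log2 fold change -1.79, SE 0.44, adjusted *P*=0.832). Ddc, chosen after its values were seen, had 24, 16 and 14 against 4, 12 and 2 (log2 fold change -1.03, SE 0.62, adjusted *P*=0.840). From the pathway scores in either direction the paper concludes that amino-acid metabolism and the immune system are misregulated (Figure 2b).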

Overall, the pathway analysis indicated significant misregulations in amino-acid metabolism and immune system. Notably, some pathways were commonly found in colonic RNAseq-transcriptome analysis in our recent study:^37^ diabetes mellitus and graft-vs-host disease. The results indicated that the immune response (graft-vs-host disease) may be a pathway compromised in multiple organs in Sgo1-CIN mice.

### Sgo1^−/+^ lungs have less glutathione and more DNA damage

A noteworthy gene among the differentially expressed genes was glutathione-*S*-transferase mu5 (GSTM5) (3.37-fold down; Figure 3a). 

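Gstm5 was at 7.10 ± 1.75 CPM in RAG1-/- (mean ± SD, *n*=3) and 2.12 ± 1.32 in RAG1-/- Sgo1-/+, from 54, 32 and 60 reads against 18, 8 and 4. It was 3.24-fold lower in RAG1-/- Sgo1-/+ (log2 fold change -1.70, SE 0.46, adjusted *P*=0.832). Every RAG1-/- library lay above every RAG1-/- Sgo1-/+ library (exact permutation test, *P*=0.1, the smallest that 3 against 3 can give). Leaving out each library in turn gave log2 fold changes between -2.34 and -1.46, with -1.75 without the library labelled RAG1-/- replicate 2. Without scaling it was -2.27 and passed the adjusted threshold (adjusted *P*=0.0254, between 0.0254 and 0.997 over the alternatives). Adjusted over the 12 genes that the paper names from these data alone, Gstm5 had an adjusted *P* of 0.032, as 1 of 6 genes that passed, but most of these genes were named because they differed here. The 36 genes of the glutathione list changed by 0.019 on the log2 scale (camera, adjusted *P*=0.825), or by 0.061 without the library labelled RAG1-/- replicate 2.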

Glutathione is a major cellular anti-oxidant, and this GST downregulation would decrease the efficacy of detoxification and the oxidative stress response through glutathione conjugation. We suspected that lungs of Sgo1^−/+^ mice are vulnerable to oxidative stress because of a decrease in the glutathione-mediated protection. To test the hypothesis, we made tissue extracts from the lungs of untreated 12-month-old wild-type (*n*=6) and Sgo1^−/+^ mice (*n*=5), and measured levels of total cellular glutathione (oxidized GSSG and reduced GSH forms combined) in the lungs (Figure 3b). The wild-type lung tissues were estimated to have 18.8-fold higher total glutathione (*P*=0.0325). Quantitative real-time PCR with wild-type and Sgo1^−/+^ mice lungs confirmed that GSTM5 mRNA expression was decreased (Figure 3c). Thus, the lungs of Sgo1^−/+^ mice lack glutathione protection in two aspects; decreases in glutathione-*S*-transferase and total glutathione pool. The double decreases in GSTM5 expression and total glutathione pool would have roles in weakening resistance to oxidative stress in Sgo1^−/+^ lungs, aiding in the creation of a carcinogenesis-prone condition. To assess the degree of DNA damage, we measured γ-H2AX, which was significantly increased in Sgo1^−/+^ lungs (Figure 3d).

### Wnt signaling is activated in Sgo1^−/+^ lungs

Secreted frizzled-related protein 4 (SFRP4) was among the most downregulated genes (6.05-fold downregulation). 

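Sfrp4 had 10, 14 and 10 reads in RAG1-/- and 2, 0 and 0 in RAG1-/- Sgo1-/+, or 1.80 ± 0.92 and 0.13 ± 0.23 CPM (mean ± SD, *n*=3). Every RAG1-/- Sgo1-/+ library is under 3 reads, so the fold was set against 3 reads. It was 2.58-fold lower, a bound that leaves out sampling error (log2 fold change of the fit -3.41, SE 1.11, adjusted *P*=0.832). The groups did not overlap (exact permutation test, *P*=0.1). With each library left out, the log2 fold change ran from -6.40 to -2.80, and it was -2.96 without the library labelled RAG1-/- replicate 2. Secreted Wnt regulators as a list of 10 genes, Sfrp4 and Rspo3 among them, were lower by a mean of -0.42 (camera, adjusted *P*=0.00952). The paper names both genes from these data, and no other member had an unadjusted edgeR *P* under 0.05. The list was not divided by effect on Wnt signaling, so its mean gives no direction of that signaling. The list's mean log2 CPM was 2.58, 3.53 and 3.53 in RAG1-/- and 2.86, 2.71 and 2.80 in RAG1-/- Sgo1-/+. The groups therefore overlapped (exact permutation test, *P*=0.4). The mean difference ran from -0.71 to -0.26 when each library was left out. With the correlation between genes estimated for each list, the adjusted *P* was 0.781, the largest over its alternatives, whose smallest was 5.0e-05. Wnt target genes changed by -0.086 over 16 genes (adjusted *P*=0.662). Without the library labelled RAG1-/- replicate 2 the regulators were at -0.27 and the targets at -0.11.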

SFRP4 is a soluble modulator/inhibitor of Wnt signaling, and its underexpression activates Wnt signaling.^44^ We hypothesized that Wnt signaling is activated in Sgo1^−/+^ lungs, and tested the hypothesis by monitoring markers for Wnt signaling. As predicted from RNAseq analysis, SFRP4 protein levels were 30% lower in untreated Sgo1^−/+^ lungs (*P*<0.05, Figure 4a), and Wnt signaling effector β-catenin was 50% higher in Sgo1^−/+^ lungs (*P*<0.05). Although SFRP4 localized in both alveolar cells and branchiolar cells in control wild-type mice, in Sgo1^−/+^ mice the localization occurred mainly in branchioli cells (Figure 4b). To confirm Wnt signaling activation, we used quantitative PCR to test the expression of Wnt target genes. Wnt target genes were upregulated 8-fold in Lif1 and 1.8-fold in cyclin D1 (Figure 4c).

R-spondin3 (Rspo3) is a secreted protein that has been implicated in Wnt signaling. Rspo3 is aberrantly expressed at high levels in approximately half of all Keap1-mutated human lung adenocarcinomas, and may promote cancer aggressiveness.^45^ In zebrafish, Rspo3 knockdown activates Wnt/β-catenin signaling, which is involved in anteroposterior patterning.^46^ A 2.61-fold downregulation in Rspo3 expression was observed in the RNAseq analysis on the RAG1^−/−^ background, which was confirmed in quantitative RT–PCR in wild-type and Sgo1^−/+^ (Figure 4d). These findings further demonstrate misregulation in Wnt signaling in normal-looking lungs on the Sgo1^−/+^ background.

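On the RAG1-/- background, Rspo3 counts were 36, 22 and 30 in RAG1-/- and 8, 8 and 6 in RAG1-/- Sgo1-/+. Scaled to CPM these are 4.28 ± 0.38 and 1.66 ± 0.20 (mean ± SD, *n*=3), a 2.58-fold lower level in RAG1-/- Sgo1-/+ (log2 fold change -1.37, SE 0.43, adjusted *P*=0.832). No RAG1-/- Sgo1-/+ library reached the lowest RAG1-/- library (exact permutation test, *P*=0.1). Removing single libraries moved the log2 fold change between -1.45 and -1.29, and without the library labelled RAG1-/- replicate 2 it was -1.34.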

### Immunomodulator proteins CD80 and calreticulin are downregulated in Sgo1^−/+^ lungs

As lung carcinomas preferentially developed on the RAG1^−/−^ background, we hypothesized that adoptive immunity is involved in suppressing CIN cells in the lung, and that genes or proteins involved in the immune system would be misregulated in Sgo1. The CD80 precursor was among the upregulated genes in RAG1^−/−^Sgo1^−/+^ (4.3-fold). 

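Cd80 rose from 1.05 ± 0.24 CPM in RAG1-/- to 4.51 ± 2.32 in RAG1-/- Sgo1-/+ (mean ± SD, *n*=3). The reads behind these means were 12, 4 and 7 against 22, 12 and 22. Expression was 4.07-fold higher (log2 fold change 2.02, SE 0.57, adjusted *P*=0.832), and the groups were apart (exact permutation test, *P*=0.1). The log2 fold change stayed between 1.62 and 2.37 when single libraries were left out, and was 1.88 without the library labelled RAG1-/- replicate 2. The adjusted *P* was between 0.252 and 0.997 over the alternatives.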

CD80 and CD86 work as ligands on the surface of activated B cells and monocytes, and bind to the CD28 receptors on T cells for T-cell activation and survival. However, the RNAseq analyses showed no significant differences in CD86 and CD28 expression (Figure 5a). 

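Cd86 was at 9.61 ± 3.41 CPM in RAG1-/- and 13.8 ± 5.28 in RAG1-/- Sgo1-/+ (mean ± SD, *n*=3), from 62, 44 and 88 against 39, 97 and 50 reads. Its log2 fold change was 0.53 (SE 0.36, adjusted *P*=0.855), the groups overlapped (exact permutation test, *P*=0.3), and it was -0.061 without scaling and 0.48 without the library labelled RAG1-/- replicate 2. For Cd28 the values were 2.45 ± 1.18 and 1.66 ± 0.20, from 12, 18 and 16 against 8, 8 and 6 reads. The log2 fold change of Cd28 was -0.54 (SE 0.58, adjusted *P*=0.897; exact permutation test, *P*=0.4), and -0.15 without the library labelled RAG1-/- replicate 2. An SE of this size leaves changes of about 2-fold in Cd28 undetected.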

To test whether CD80 is misregulated in naive Sgo1, we compared CD80 protein expression in control and Sgo1^−/+^. CD80 mRNA was significantly downregulated (*P*=0.0031) and the protein was modestly reduced (Figure 5b), suggesting partial impairment of T/B-cell activation in Sgo1 without RAG1^−/−^.

As many immunomodulators are regulated post-translationally, we also tested protein expression of select immunomodulators. As RAG1^−/−^ mice depend on NK-cell function to compensate for compromised adoptive immunity, we hypothesized that NK-cell activation may also be reduced on the Sgo1^−/+^ background. Supporting this notion, protein expression of calreticulin (the ‘eat-me' signal for NK cells) was reduced (Figures 5b and c). In addition, we observed lower expression of genes indicative of NK-cell activation in the RNAseq. 

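A list of 21 natural killer genes was lower in RAG1-/- Sgo1-/+ by a mean of -0.43 on the log2 scale (camera, adjusted *P*=0.0102). The list holds Klra3 and Klra9, which the paper names as lower in these same libraries. Its 15 genes other than Klra changed by -0.45 (camera, unadjusted *P*=0.0781). Averaged over all 21 genes, log2 CPM were 2.28, 0.98 and 1.84 in RAG1-/- and 1.44, 1.66 and 0.71 in RAG1-/- Sgo1-/+. The groups therefore overlapped (exact permutation test, *P*=0.4). The mean difference was -0.79 without the library labelled RAG1-/- replicate 2 and between -0.79 and -0.15 when each library was left out, and the adjusted *P* ran from 2.7e-07 to 0.898 over the alternatives. Gzma, the list member with the lowest *P*, had 248, 38 and 122 against 46, 38 and 14 reads (log2 fold change -1.34, SE 0.43, adjusted *P*=0.832). Itgad had 10, 4 and 6 reads in RAG1-/- and 3, 2 and 1 in RAG1-/- Sgo1-/+. Set against 3 reads, which no RAG1-/- Sgo1-/+ library exceeds, it was 1.33-fold lower, a bound that leaves out sampling error. Its log2 fold change was -1.06 (SE 0.82, adjusted *P*=0.869, exact permutation test, *P*=0.1). This moved to -0.39 with every library thinned to 3205822 counts, and to -1.14 without the library labelled RAG1-/- replicate 2.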

Integrin alpha-D (Itgad) is an adhesion molecule whose upregulation occurs in lung macrophages and is necessary for expression of TNF-alpha and recruitment of neutrophils to the lungs.^47^ Killer cell lectin-like receptor, subfamily A, member 3 (Klra3) is an NK-cell receptor that is required for activation. 

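Klra3 had 17, 13 and 12 reads in RAG1-/- and 4, 4 and 2 in RAG1-/- Sgo1-/+, or 2.09 ± 0.47 and 0.72 ± 0.093 CPM (mean ± SD, *n*=3). This is 2.77-fold lower (log2 fold change -1.47, SE 0.62, adjusted *P*=0.832), with the groups apart (exact permutation test, *P*=0.1) and -1.29 without the library labelled RAG1-/- replicate 2.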

Major histocompatibility complex class I recognition receptor (Ly49I, Klra9) serves as an NK-cell activator^48^ and is involved in controlling cytomegalovirus infection.^49^ 

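Klra9 fell from 1.76 ± 0.83 to 0.38 ± 0.37 CPM (mean ± SD, *n*=3), from 22, 4 and 14 reads in RAG1-/- to 2, 4 and 0 in RAG1-/- Sgo1-/+. The log2 fold change was -2.03 (SE 0.88, adjusted *P*=0.832, exact permutation test, *P*=0.1), or 4.09-fold lower, and without the library labelled RAG1-/- replicate 2 it was -2.34. It ran from -2.82 to -1.61 when each library was left out.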

The reduction in receptors for NK-cell activation would explain the higher degree of lung carcinoma development in RAG1^−/−^ Sgo1^−/+^ animals, because of reduced NK-cell-mediated surveillance for mutagenic CIN cells. The reduction was confirmed in naive Sgo1^−/+^ with quantitative reverse transcriptase–PCR, and was not limited to the RAG1^−/−^ background (Figure 5d).

### Downregulations of T- and B-cell activation markers in Sgo1^−/+^ lung

In the above results provided, we further tested expression of markers for T-cell activation (that is, CD8, IL-1β, IL-6, IFN-α Figure 6a), B-cell activation (CD22; Figure 6b), and T- and B-cell activation (CD24; Figure 6c). They all indicated significant (*P*<0.05) downregulation in naive Sgo1^−/+^ lungs, showing an immunocompromised state.

### Cytoskeleton disturbance

Other notably downregulated genes in the RNAseq were Formin2 (4.40-fold), thymosin beta (Tb15c; 4.56-fold) and thymosin beta-like (LOC666244; 4.56-fold). 

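Formin2 (Fmn2) had 30, 16 and 8 reads in RAG1-/- and 2, 4 and 2 in RAG1-/- Sgo1-/+, or 2.55 ± 1.16 and 0.59 ± 0.17 CPM (mean ± SD, *n*=3). The difference is 4.21-fold lower (log2 fold change -2.07, SE 0.69, adjusted *P*=0.832), with no overlap of the groups (exact permutation test, *P*=0.1), and -1.89 without the library labelled RAG1-/- replicate 2. Thymosin beta 15 is listed under several genes. Tmsb15b2 and Tmsb15l carry the same reads in every library, 8, 8 and 10 in RAG1-/- and 0, 2 and 0 in RAG1-/- Sgo1-/+. Set against 3 reads, each was 1.90-fold lower, a bound that leaves out sampling error. The log2 fold change was -3.01 (SE 1.12, adjusted *P*=0.832), and -2.85 without the library labelled RAG1-/- replicate 2. LOC666244, now named Tmsb15b1, had 2, 0 and 7 reads in RAG1-/- and 2, 6 and 0 in RAG1-/- Sgo1-/+ (log2 fold change 0.34, SE 1.27, adjusted *P*=0.979; exact permutation test, *P*=0.8), and without the library labelled RAG1-/- replicate 2 it was -0.12, in the other direction. Actin regulators, a list of 17 genes that holds these, were lower by a mean of -0.32 (camera, adjusted *P*=0.0487, between 0.0225 and 0.829 over the alternatives), by -0.36 without the library labelled RAG1-/- replicate 2 and by -0.0046 with edgeR's filterByExpr, which removes its genes with few reads. It passed in 3 of 15 alternatives, and counts Tmsb15b2 and Tmsb15l separately.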

All of these genes are involved in regulation of the actin cytoskeleton.

## Discussion

To suppress pre- or early-cancer cells and prevent cancers, various strategies can be utilized. These strategies include inhibition of oncogenic signaling, activation of cell death, activation of tumor suppressors that induce senescence, differentiation and/or non-proliferation, and immune surveillance.^50^ However, comprehensive pathway identification is necessary to formulate an effective strategy without an oversight to antagonizing multiple pathways. For the purpose, CIN models are uniquely valuable. Cellular level CIN, caused by environmental factors or gene mutations, can manifest locally as an initial step of carcinogenesis. The use of tissue/organ-level comparative RNAseq-transcriptomics with CIN mouse models can magnify the molecular effects that occur in cells with CIN, enabling us to identify the cellular effects of CIN in the particular organ. Thus, the use of bioinformatics with a CIN model is an effective way to identify initial molecular changes in an organ of interest.

The present bioinformatic-based characterization study suggested that CIN is involved in the development of lung adenocarcinomas through the pathways newly identified in the study. We identified reprogramming in transcription in Sgo1-CIN mice lungs, leading to (1) decrease in protection by glutathione (GSTM5, glutathione pool), (2) increase in DNA damage possibly with CIN itself and with oxidative stress, (3) activation of Wnt signaling (SFRP4-β catenin-cyclinD, Lif1), (4) decrease in T/B-cell activation and immune surveillance (CD80, CD8, IL-1β, IL-6, INF-1α, CD22, CD24), (5) decrease in NK-cell activation and immune surveillance (calreticulin, Itgad, Klra3, Klra9) and (6) others such as actin cytoskeleton disturbance. All can create pro-carcinogenic lung tissue environment (Figure 7).

Aneuploidy is an outcome of CIN. We anticipated that CIN-mediated transcriptomic changes would show some similarities with those in aneuploid cells. Aneuploid cells in diverse organisms, including yeast, plants, mice and humans, showed highly related gene expression patterns that are conserved between species. In aneuploid cells, genes that were involved in the response to stress were consistently upregulated, and genes associated with the cell cycle and cell proliferation were downregulated.^17^ However, our results indicated organ-specific and nonspecific (that is, common among two or more organs) transcriptomic changes.^37^ Major nonspecific pathways that may be considered CIN signatures are involved in oxidative stress response and immune functions. We speculate that the difference between aneuploid models and CIN models is simply the characteristics of these two models. Aneuploid models carry aneuploid cells uniformly in all cells of the body, whereas CIN models can generate various outcomes after mitosis, such as apoptotic and necrotic cells, senescent cells and aneuploid cells. In CIN models, aneuploid is only one possible outcome. As a result, CIN models only occasionally carry aneuploid cells, and may do so temporarily.

In light of our results, previous results about lung tumor recurrence^41^ in inducible Mad2 overexpression mice may require re-interpretation. Thus far, cells with CIN were interpreted as a source of recurrence, and involvement of the immune system (or the lack thereof) in recurrence was not considered earlier. To capture various processes *in vivo* as a whole and to elucidate the complex competition among pro- and anti-carcinogenic events, the bioinformatic systems biology approach has demonstrated its usefulness.

Metabolic misregulation is another aspect of Sgo1-CIN our results indicated. It is consistent with reports from *Drosophila* mad2 model that CIN causes lethality with metabolic stress as well as oxidative stress,^51^ suggesting that CIN commonly affects cellular metabolism and oxidative stress pathway over various species.

Overall, our bioinformatic results indicated that CIN can influence carcinogenesis and possibly cancer recurrence through multiple pathways. The results also suggest possible countermeasures: glutathione supplementation, removal of CIN cells through targeting CIN-specific markers, Wnt signaling attenuation and immune restoration. Lung cancer is the most lethal cancer worldwide: it is predicted to claim 158 080 lives in the United States alone in 2016. ^52^ Thus, the rapid development of prevention measures is imperative. This study aided in identifying potential targets for the preventive drug development, and the results may lead to a combinatorial chemoprevention measure simultaneously targeting multiple pathways for better efficacy.

## Materials and methods

### Animals

Generation, genotyping and characterization of mouse embryonic fibroblasts (MEF) and the colonic carcinogenesis assay with Azoxymethane injections in Sgo1^−/+^ haploinsufficient mice have been described earlier.^20, 37^ RAG1^−/−^ mice were obtained from Dr Naveena Janakiram (OUHSC). All mice were maintained in the OUHSC BRC rodent barrier facility. Initially, RAG1^−/−^ mice and Sgo1^−/+^ mice were mated to generate F1; RAG1^−/+^ Sgo1^−/+^ mice, then F2; RAG1^−/−^ Sgo1^−/+^, RAG1^−/−^, Sgo1^−/+^ and RAG1^−/+^ mice that served as controls. Sample size was determined following Mead's resource equation. Group designation was used for randomization: all F2 litters were separated at the weaning (3 weeks of age) to male cage and female cage, and the cage and animals received a number. All animals were genotyped by PCR using genomic DNA from tail. After genotyping, we maintained all mice with regular diet (Purina) for 6, 9 or 12 months without any experimental treatment, then collected samples after killing at the end point based on the birth date/age. All mice were handled equally and both genders were used. Animal's genotype was not informed to the researcher(s) involved in sample collection. All mice were generated with the non-cancer-prone C57BL/6 background. All treatments complied with protocols approved by the OUHSC Institutional Animal Care and Use Committee. Samples from 12-month-old naive Sgo1^−/+^ and control wild-type mice that were used for confirmatory experiments were obtained from a previous study.^36^

### IHC and immunofluorescence

Lung tissues were fixed in 10% formalin, paraffin embedded and subjected to IHC (Histostain SP kit or SuperPicture 3rd Gen IHC kit, Life Technologies, Grand Island, NY, USA). The following primary antibodies were used at 1.0 μg/ml: anti-phospho-H2AX (γH2AX, Novus Biologicals, Littleton, CO, USA; NBP-1–19931), anti-SFRP4 (Abcam, Cambridge, MA, USA; ab154167), β-catenin (Santa Cruz Biotechnology, Dallas, TX, USA; SC-7199), anti-actin (Cell Signaling, Danvers, MA, USA; 4970), anti-calreticulin (Novus Biologicals; NB600-101) and anti-CD80 (R&D Systems, Minneapolis, MN, USA; AF740).

Four-to-six mice per strain were analyzed. At least 10 IHC images were captured from each tissue. The percentages of IHC-positive cells were calculated. Data were expressed as means±s.d., or as variances. The differences between groups were analyzed using Student's *t*-test (unpaired) with Graphpad Prism5 software (La Jolla, CA, USA). Immunofluorescence images were taken with a confocal microscope (Leica SP2 using LCS Software, Mannheim, Germany) in the OUHSC Laboratory for Molecular Biology and Cytometry Research.

### Histopathology

Histopathological characterization was performed in a blinded manner by a histopathologist, with duplicated hematoxylin/eosin-stained slides for each sample.

### Immunoblots and quantification

Our standard procedures were followed.^36^ Briefly, the lysates were aliquoted and the protein content was determined by Bradford reagent. The aliquots were stored at −80 °C. All primary and secondary antibodies were first standardized for dilution and were then used accordingly. Proteins were resolved on 8–12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis, transferred to nitrocellulose membrane and probed with specific antibodies overnight at 4 °C. The membranes were washed three times with Tris-buffered saline (pH 7.4) for 15 min and were then incubated with anti-rabbit, anti-goat or anti-mouse horseradish peroxidase-conjugated secondary antibody (1:5000 dilutions in 2.5% milk) and visualized using chemiluminescence reagent (Thermo Scientific, Waltham, MA, USA). β-Actin was used as the loading control. Densitometry of various proteins and their respective loading controls from the same blot was performed using ImageJ 1.43 software (NIH, Bethesda, MD, USA). Relative optical density was calculated by dividing the densitometry of protein with that of the respective loading control.

### Next-generation sequencing/RNA sequencing

We isolated total RNA from lung tissues of RAG1^−/−^ (*N*=3) and RAG1^−/−^ Sgo1^−/+^ (*N*=3) mice. The RNA samples were submitted to the OUHSC Laboratory for Bioinformatics core facility for library construction and RNA sequencing with an Illumina MiSeq next-generation sequencer with each run generating approximately 30 million 2 × 150 bp paired end reads. The readouts were analyzed with Genesifter (Perkin Elmer, Seattle, WA, USA). Reads were normalized using mapped reads and base-lined to the data set. Analysis of differential gene expression of the normalized signal values between the control and experimental group was done using EdgeR, a moderated *t*-test, with Benjamini and Hochberg correction. *P*<0.05 and twofold expression thresholds were used to determine differentially expressed genes. Comparative RNAseq data sets were deposited to GEO-NCBI with accession number GSE84383.

### Total glutathione quantification

We used the OxiSelect Total Glutathione (GSSG/GSH) Assay Kit (Cell Biolabs Inc., San Diego, CA, usa; STA-312) and followed the instructions. OD^405^ measurements and curve plotting were performed with Clariostar (BMG LABTECH, Cary, NC, USA).

### Quantitative real-time PCR

We followed procedures described previously.^53^ Total RNA from normal and tumor samples was extracted using TRizol reagent for total cellular RNA (Invitrogen, Grand Island, NY, USA) per the manufacturer's instructions. Equal amounts of DNA-free RNA were used for reverse transcription (RT) reactions to make complementary DNA using an iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA) per the manufacturer's protocol. Real-time PCR was carried out in a 12-μl reaction volume containing 5 μl of diluted complementary DNA (50 ng) and FastStart Universal SYBR Green master (Roche, Basel, Switzerland) and primers (Invitrogen). All PCRs were performed in a Bio-Rad iCycler iQTM5 real-time PCR detection system. The fluorescence threshold values (Ct) were calculated. Relative mRNA levels were assessed by standardization to actin or glyceraldehyde 3-phosphate dehydrogenase. Results are expressed as a relative fold difference in gene expression compared with control. Relative gene expression was calculated using the 2-ΔΔCT formula. PCR conditions were as follows: denaturation at 94 °C for 10 min, followed by 40 cycles at 95 °C for 30 s, 60 °C for 30 s and 72 °C for 45 s. All experiments were performed in triplicate.

## Figures and Tables

**Figure 1:**
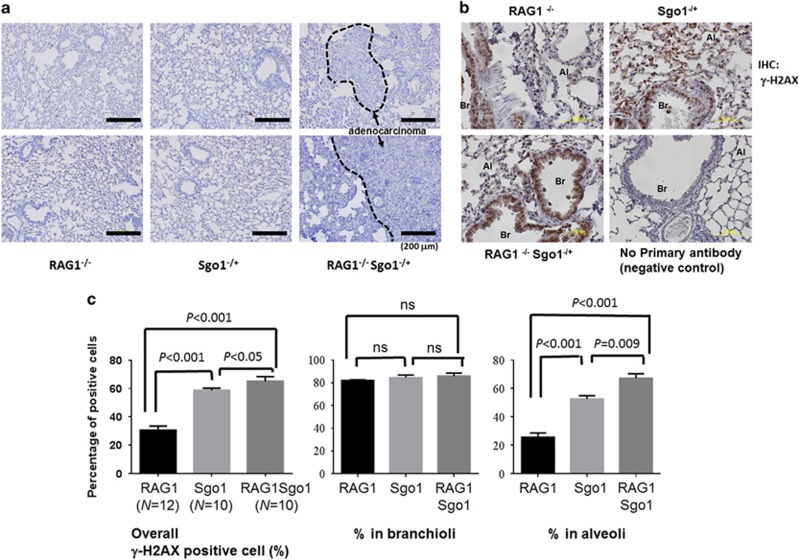
RAG1^−/−^ Sgo1^−/+^ mice developed lung adenocarcinomas. (**a**) RAG1^−/−^ Sgo1^−/+^ mice developed lung adenocarcinomas with the appearance of bronchioloalveolar in-type (that is, cuboidal cells lining the alveolar septa and projecting into alveolar spaces). RAG1^−/−^ and most Sgo1^−/+^ did not show significant histopathological changes, with some exceptions in Sgo1^−/+^ that developed adenocarcinomas in smaller sizes. (**b**) To assess DNA double-strand break, IHC for γ-H2AX was performed. Percentages for γ-H2AX positive cells were high in Branchioli, but varied between Sgo1^−/+^ and Sgo1^+/+^ backgrounds in alveoli. Al, alveole; Br, branchiole. (**c**) Rag1^−/−^Sgo1^−/+^ showed highest percentage of γ-H2AX positive cells. However, signals at branchioli showed little difference (NS, nonsignificant). The difference between Sgo1^−/+^ and Sgo1^+/+^ backgrounds were evident only in alveoli.

**Figure 2:**
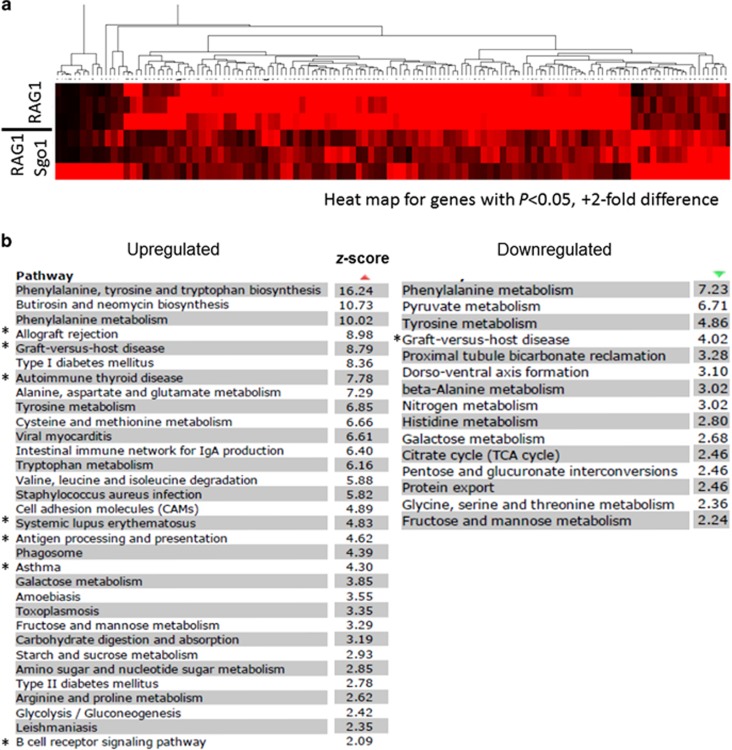
Differentially expressed pathways in normal-looking lung tissues from RAG1^−/−^ and RAG1^−/−^ Sgo1^−/+^ mice. Next-generation sequencing/RNAseq identified 72 upregulated and 81 downregulated genes in lungs of RAG1^−/−^ Sgo1^−/+^ mice compared with RAG1^−/−^ (*P*<0.05, 2-fold). (**a**) Heat map for genes with P<0.05, +2-fold difference, indicating consistency within a group and difference between two groups. The colors represent the range of gene expression. Black, a reduced expression value; red, an increased expression value. The deeper color is a higher expression values whether reduced or increased. (**b**) Pathway analysis identified most affected pathways (*z* score >2). Asterisks (*) indicate immune function-related pathways shared with previous colonic transcriptome analysis between wild-type and Sgo1^−/+^ mice.^37^

**Figure 3:**
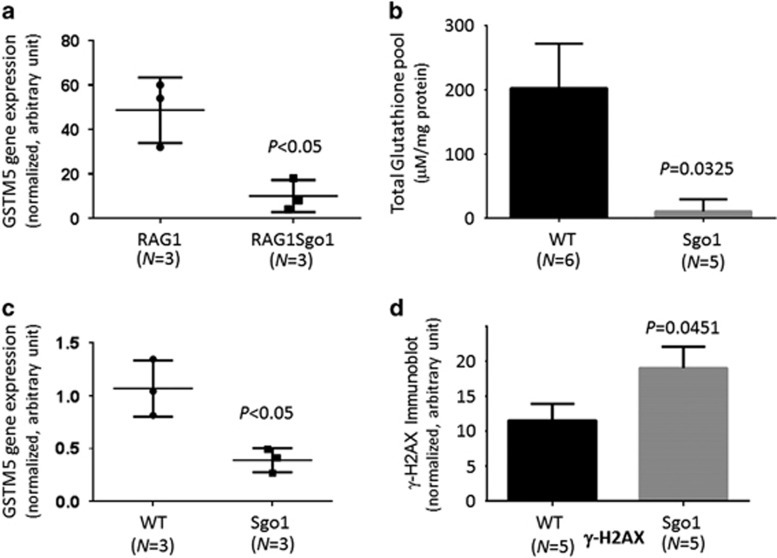
Sgo1^−/+^ lungs carried less glutathione and more DNA damage. (**a**) RNAseq analysis in RAG1^−/−^ and RAG1^−/−^Sgo1^−/+^ indicated a significant reduction in glutathione-*S*-transferase mu5 (GSTM5) expression in Sgo1^−/+^ background. (**b**) Sgo1^−/+^ lungs carry less glutathione. Wild-type and naive Sgo1 mice were compared with investigate whether the RAG1^−/−^ background affected the results. We measured the total levels glutathione (GSSG and GSH combined) in lungs of wild-type (*n*=5) and Sgo1^−/+^ (*n*=5) mice with an OxiSelect kit (Cell Biolabs Inc.). We observed a significant reduction (~18.8-fold difference) in total glutathione in Sgo1 mice, *P*<0.05. (**c**) Significant decrease in GSTM5 expression was confirmed in naive Sgo1 lung with quantitative reverse transcriptase (qRT)–PCR. (**d**) DNA damage marker γ-H2AX was quantified with quantitative immunoblot, revealing increased γ-H2AX in Sgo1^−/+^ mice lung compared with wild-type.

**Figure 4:**
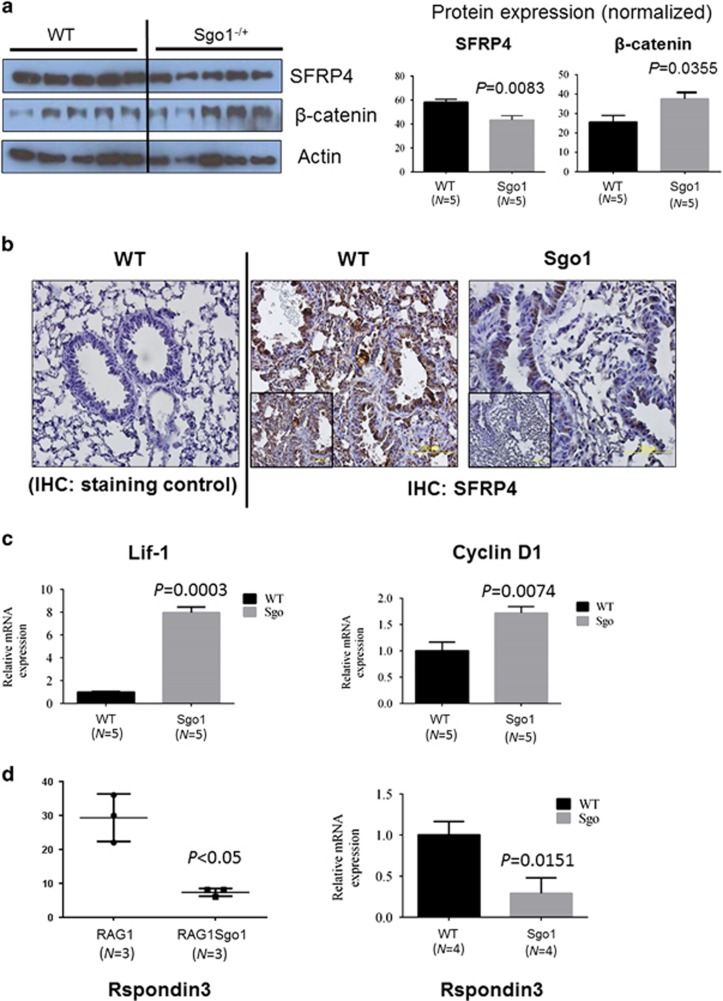
Wnt signaling was activated with various misregulated components in Sgo1^−/+^. (**a**) Wnt inhibitor SFRP4 protein was reduced, and Wnt effector β-catenin was increased. (**b**) IHC results showed that SFRP4 expression was reduced and its localization was limited in branchiole cells in Sgo1^−/+^ mice. (**c**) Wnt target genes, Lif1 and cyclin D1, were significantly upregulated, indicating Wnt signaling activation. (**d**) Wnt component Rspondin3 was downregulated both in RAG1^−/−^ and RAG1^+/+^ backgrounds, indicating Wnt misregulation in Sgo1^−/+^.

**Figure 5:**
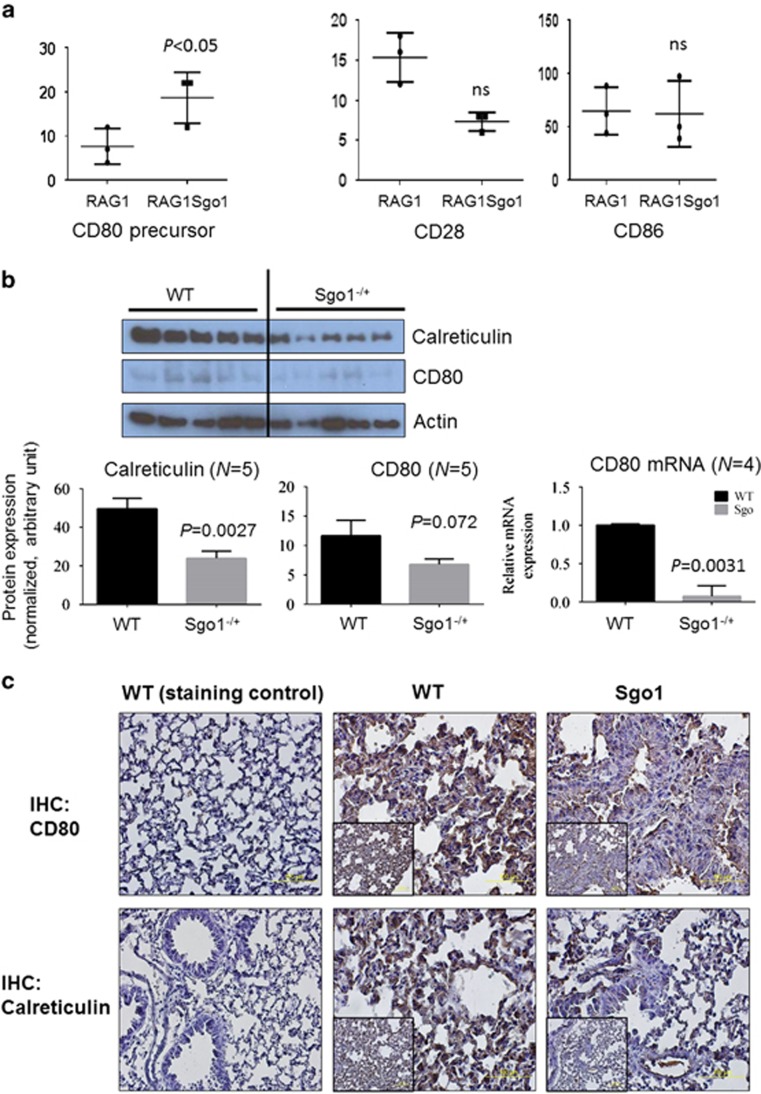

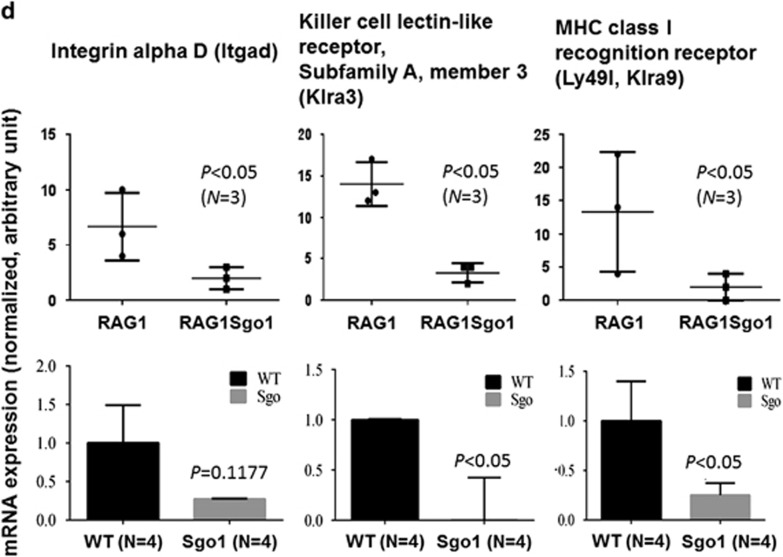
Immunomodulators for both T/B cells and NK cells were downregulated in Sgo1^−/+^. (**a**) T/B-cell activator CD80 precursor was accumulated in RAG1^−/−^Sgo1^−/+^ compared with RAG1^−/−^, suggesting a misregulation in T/B activation. There was no significant (NS) change in CD28 and CD86, which form complexes with CD80 to activate T/B cells. (**b**) In naive Sgo1^−/+^ mice, CD80 protein amount was modestly reduced and NK-cell target (the ‘eat me' signal) calreticulin was reduced, suggesting that NK-cell-mediated CIN-cell removal may be compromised. CD80 mRNA was significantly downregulated in naive Sgo1^−/+^. (**c**) Consistent with immunoblots, IHC also indicated that CD80 and calreticulin proteins were reduced in Sgo1^−/+^ with RAG1^+/+^ background. (**d**) Markers of NK-cell activation (Itgad, Klra3 and Ly49I) were also downregulated, suggesting dysfunction in NK cells in Sgo1^−/+^, both in RAG1^−/−^ and RAG1^+/+^ backgrounds.

**Figure 6:**
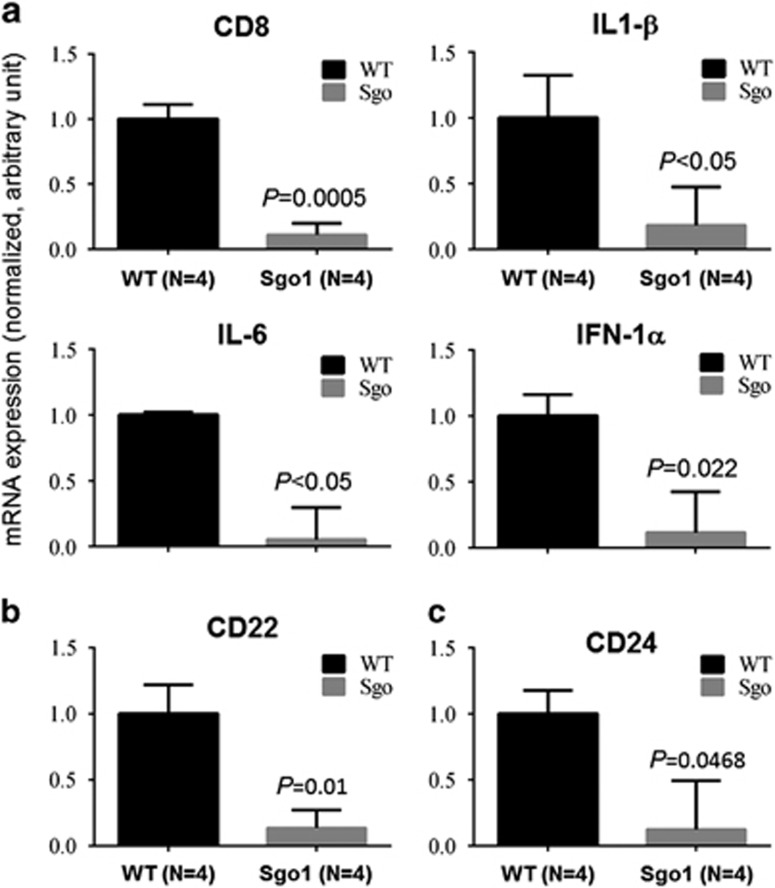
Decreases in markers for T- and B-cell activation in naive Sgo1^−/+^ lungs. Specific markers for T- and/or B-cell activation were quantified by real-time PCR in naive Sgo1^−/+^ lungs. (**a**) T-cell activation (CD8, IL-1β, IL-6, IFN-α), (**b**) B-cell activation (CD22) and (**c**) T- and B-cell activation (CD24). The activation markers all indicated significant (*P*<0.05) downregulation in naive Sgo1^−/+^ lungs.

**Figure 7:**
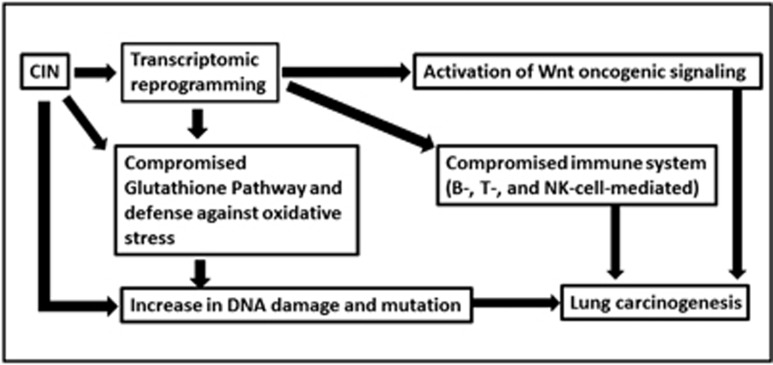
A hypothetical model for how Sgo1-CIN causes proneness to lung carcinogenesis. Sgo1^−/+^ and CIN mediate proneness to lung carcinogenesis through transcriptomic reprogramming affecting multiple pathways, including (i) Wnt activation, (ii) glutathione depletion and increased oxidative stress, (iii) DNA damage, possibly through CIN itself and oxidative stress and (iv) reduced immune surveillance. Both adoptive immunity and NK-cell-mediated cytotoxicity are decreased, and (v) cellular effects, including a disturbance in actin cytoskeleton regulators. Mechanism for the transcriptomic reprogramming warrants future investigation.

**Table 1:** Gross tumors in RAG1^−/−^, Sgo1^−/+^ and RAG1^−/−^ Sgo1^−/+^ mice

	*RAG1*^*−/−*^	*RAG1*^*−/−*^ *Sgo1*^*−/+*^	*Sgo1*^*−/+*^
Found dead	2 (10%)	6 (37.5%)	0 (0%)
Gross lung tumor	0 (0%)	6^a^^,^^b^ (37.5%)	3 (9.4%)
Normal-looking lung	18 (90%)	4 (25%)	29 (90.6%)
*N* (total)	20	16	32

Animal numbers for 12 months end point cohorts.

a Significantly different from RAG1^−/−^ mice by Fisher's exact test, *P*<0.004.

b Significantly different from Sgo1^−/+^ mice by Fisher's exact test, *P*<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

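The data are RNA-seq of normal-looking lung tissue from 3 RAG1-/- mice and 3 RAG1-/- Sgo1-/+ mice, 12 months old, with 1 library per mouse. The authors deposited a table of read counts for 25860 genes in the 6 libraries, made with the GeneSifter software from reads mapped to an earlier mouse genome build, as whole numbers without normalization. Each library's column is given in that table under 2 headings with identical values, and the first was used. The aligner, its settings and the treatment of reads that map to several places are not stated in the paper or the table. The authors also deposited a list of the 153 genes of their comparison, with the ratio (fold) of the larger over the smaller group mean. In that list the deposited p-value and the Benjamini–Hochberg adjusted p-value are those of the authors' comparison. The group means in the deposited list are in reads scaled to the mapped reads of each library, pooled over the 3 libraries of a group. They were recovered from the counts to a relative error of 2.5e-06 when a count of 0 was entered as 1, and this gave 3926206 to 11046265 mapped reads per library.

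Samples were grouped by the labels of the deposited record. Total counts on genes were 9366774, 4949415 and 6608063 in RAG1-/- and 4950007, 5398576 and 3205822 in RAG1-/- Sgo1-/+. A count of 3 was taken as the smallest amount detected. Of the genes, 24048 (93.0%) were matched to a symbol by Entrez Gene ID. Gene names, chromosomes, GC content and transcript lengths came from a reference annotation on GRCm38. The counts are on the earlier build, so no coordinates are given.

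Genes with at least 10 counts summed over the 6 libraries were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the total count as library size and no further factor. CPM are counts scaled to that total. A gene was called at a Benjamini–Hochberg adjusted *P* under 0.05 and a difference of at least 2-fold, the paper's thresholds. Fold changes are those of the edgeR fit (prior count 0.125). The SE is the log2 fold change divided by the square root of the test's F. For single genes a two-sided exact permutation test of CPM was added. It has 10 splits and a smallest *P* of 0.1. Where every library of one group has 3 counts or fewer, the fold was computed against the level of 3 counts and is given as a lower bound. This bound does not allow for sampling error. The gene lists, 32 in all, were written by hand, since no KEGG membership table was available. They were tested with camera of limma 3.58.1 (correlation between genes 0.01) on log2 CPM with a prior count of 2, and adjusted over the lists. The size given for a list is the mean difference in log2 CPM. A *z* score compares the share of a list among chosen genes with its share among the tested genes, beside a one-sided Fisher's exact test. For the authors' deposited genes the comparison was with all 25860 genes.

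The genes named in the text are those the paper names from the RNA-seq or measures by PCR or immunoblot, Sgo1 and Rag1, the 5 largest increases and 5 largest decreases among called genes with the groups apart (0 genes were called), at most 5 members per list with an unadjusted *P* under 0.05, and the genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Other genes were chosen after their values were seen, among them immunoglobulin, B and T cell, macrophage and adipose genes, H2-K1, Rps18, Ncr1, Klrb1c and Il4i1b.

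The workflow was tested on simulated data with the depths of the 6 libraries and 200 changed genes of at least 60 counts. It called 85 genes at a 2-fold change, of which 73 were changed ones, 182 at 4-fold (172) and 200 at 8-fold (191). No unchanged list passed in these runs, and a list of 36 genes lowered by -0.5 on the log2 scale was found. Each gene was simulated independently of the others. These runs therefore do not show how often a list of correlated genes would pass without a change.

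Alternatives in the choice of normalization, filter, test, threshold, depth, list test and replicates were set before the data were examined. They were edgeR's TMM, DESeq2 size factors, equal library sizes, no filter, edgeR's filterByExpr, the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, limma-voom, thinning every library to 3205822 counts, an unadjusted *P*, no fold threshold, no sex-linked genes, a prior count of 2, the ratio of group means, fry, camera with the correlation estimated per list, and each library left out in turn. Added after the data were seen were recovered mapped reads as library sizes, halved counts, the edgeR exact test without filter on mapped reads at an unadjusted *P*, and the ratio of group means per mapped read with a count of 0 entered as 1. Summing genes with the same symbol was not run, because 0 symbols are listed more than once. Tests planned on called genes were moved to genes with an unadjusted *P* under 0.05 and at least 2-fold after 0 genes were called, and tests of how called genes separate the groups were dropped. The mean difference as the size of a list, and the matching of GC content through symbols, replaced other choices after a first run. The ontology entries of the authors' list were left out, as they hold no expression values.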

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

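The tests of immunoglobulin, B cell, adipose and macrophage genes, of the 10 largest increases and of H2-K1 were chosen only after the result was seen. The patterns below lie in genes that the paper does not discuss and exceed the level of the other libraries, or are lists that passed an adjusted *P* under 0.05.

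The library labelled RAG1-/- replicate 2 carries immunoglobulin transcripts. Igkc had 1853 reads there, and 58 of 222 variable segments had at least 3 reads, against 0 segments in each of the other 5 libraries. Constant and joining chains came to 6074 reads, against 46 to 90. Ms4a1 (78) and Cd79a (69) were also present. So many segments are what lymphocytes with rearranged receptor genes would give. Carry-over from another library of the series is excluded, since the highest Igkc level of the others is 0.228% of that in this library. RNA of a female mouse is not seen, with Xist at 1.62 CPM against 0.605 to 1.62 in the 4 other libraries with Y transcripts. Candidate explanations that remain are a sample that is not RAG1-/-, RNA or cells of a male mouse with lymphocytes, and lymphocytes in the mouse itself. Rag1 does not tell these apart, with 10 reads against 8 to 24 in the others. The B cell list was lower in RAG1-/- Sgo1-/+ by -1.25 (camera, adjusted *P*=0.0463), with a mean log2 CPM of 3.87 in this library and -0.09 to 0.09 in the other 5. Without it the list moved to 0.13 with an adjusted *P* of 0.965 (between 0.00737 and 0.965 over the alternatives), so the lower B cell list rests on this library. The T cell list had a mean log2 CPM of 2.11 in it, but also of 1.56 in RAG1-/- Sgo1-/+ replicate 6, against -0.44 to -0.06 in the other 4. That library had 12 reads on Cd8a and 11 on Cd3e, with 0 on Trac and 0 variable segments of immunoglobulin genes with at least 3 reads, so T cell reads in it are not excluded.

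RAG1-/- replicate 1 is the only library with Xist above the others, at 7717 reads, and it has 2 reads on Ddx3y. It also has 12 genes with at least 10 CPM and at least 4-fold above every other library. Genes of chromosomes X and Y are 10 of the 233 genes with an unadjusted *P* under 0.05 and at least 2-fold, against 575 of 17231 tested (one-sided Fisher's exact test, *P*=0.252), so the sex of this mouse does not account for that number. The adipose list was lower in RAG1-/- Sgo1-/+ by -1.08 (camera, adjusted *P*=0.00952), with 4.58 in this library against 1.73 to 2.34 in the others. Without it the list was at -0.29 with an adjusted *P* of 0.267 (between 4.8e-05 and 0.791 over the alternatives), and without the library labelled RAG1-/- replicate 2 it was at -1.39. Adipose tissue in the piece of lung taken from this mouse is a candidate explanation, and no biological explanation was tested.

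RAG1-/- Sgo1-/+ replicate 6 has 49 genes with at least 10 CPM and at least 4-fold above every other library. Of the 10 largest increases in the authors' list, 10 were highest in this library, and 9 had over 80% of the group's CPM in it. Mmp12 (1905 reads against 22 to 70) and Arg1 (97.8% of the group) were among them, chosen after their values were seen. These increases may therefore describe one lung and not the genotype. More alveolar macrophages in that lung would raise the whole alveolar macrophage list, but 2 of its 9 genes were at least 2-fold above every other library. The list's mean log2 CPM was highest there, at 5.39 against 4.03 to 5.16 in the others, so this explanation is not excluded. Between the groups the list was lower in RAG1-/- Sgo1-/+ by -0.24 (camera, adjusted *P*=0.0431, groups overlapping). Neither a lesion in that piece of lung nor an infection was tested, as the labels give no such information.

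H2-K1 was at most 31.5 CPM in RAG1-/- Sgo1-/+ replicates 4 and 6 and at least 220.6 in the other 4 libraries (114 and 101 reads against 1092 to 2377). Without RAG1-/- Sgo1-/+ replicate 5 it is the 1 gene called. Among genes with at least 10 CPM in each of the other libraries, Rps18 was the only other one at least 2-fold lower in both (19 and 18 reads against 140 to 196). In GRCm38 both lie on chromosome 17, as Sgo1 does, with 1 protein-coding gene between them. Less antigen presentation by class I molecules was tested on H2-D1, B2m, Tap1, Tap2 and Tapbp, and 0 of these 5 were at least 2-fold below every other library. The class I gene H2-Q8, chosen after its values were seen, was so lowered (4 and 0 reads against 20 to 48). A different variant of a segment of chromosome 17 in those mice would lower other genes of the chromosome. Of all genes so lowered, 6 of 69 lie there, against 826 of 16464 tested (one-sided Fisher's exact test, *P*=0.132), but most of the 69 have few reads in any library and this test does not decide. Among genes with at least 10 reads in each of the other libraries, a limit chosen after the values were seen, 3 of 7 lie there (Rps18, H2-Q8 and Cryaa), against 678 of 13472 (one-sided Fisher's exact test, *P*=0.00381). Rps18 and H2-Q8 had prompted this explanation, however, and without them 1 of 5 lies there (one-sided Fisher's exact test, *P*=0.227). A variant of a segment of chromosome 17 remains a candidate explanation that these tests neither establish nor exclude.

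Neutrophil genes were lower by -0.95 (camera, adjusted *P*=0.00038, with the 3 RAG1-/- Sgo1-/+ libraries below the 3 RAG1-/- libraries), immediate early genes lower by -0.61 (adjusted *P*=0.00367, groups overlapping), and smooth muscle genes higher by 0.53 (adjusted *P*=0.00172, groups overlapping). These 3 lists belong to the 12 of 32 that passed, and of the 10 splits of the 6 libraries 1 gave as many lists, the real one, while 2 others gave 11 and 1 gave 10. With 10 splits the share is never under 0.1, so the number of lists cannot be told apart from a split by chance. Neutrophil and smooth muscle genes passed in each fit that left out 1 library, and immediate early genes did not. With the correlation between genes estimated per list, 0 lists passed. Without the library labelled RAG1-/- replicate 2 the 3 lists were at -1.11, -0.81 and 0.66. The cell content of the piece of lung, and for immediate early genes the time between death and freezing, may lie behind these lists, and neither was recorded.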

How the results depend on the processing

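The alternatives said to be added, and following the lists beyond the paper's pathways that had passed, were chosen only after the result was seen.

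The count of genes passing, 0 with 976 genes at an unadjusted *P* under 0.05, became 7 with DESeq2's Wald test (1 higher, 6 lower, of which 5 are immunoglobulin genes with their reads almost all in the library labelled RAG1-/- replicate 2), 72 without scaling (11 higher, 61 lower), where the median log2 fold change of all genes was -0.59, and 233 with an unadjusted *P* (113 higher, 120 lower). With the combination added after the data were seen (edgeR exact test, no filter, mapped reads, unadjusted *P*) it was 334 (160 higher, 174 lower). Across the 6 fits that each left out 1 library it was 0 to 1, with 0 to 1 lower. It stayed at 0 in the other alternatives.

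Without scaling, Gstm5 moved to -2.27 on the log2 scale and passed (adjusted *P*=0.0254, between 0.0254 and 0.997 over its alternatives). That setting reversed Cd86 (-0.061), Tmsb15b1 (-0.16), Ccnd1 (-0.48), Calr (-0.32), Il6 (-0.22), Cd22 (-0.63), Cd24a (-0.47), Sgo1 (-0.56) and Ddx3y (-0.25), each of which lies above that setting's median for all genes except Cd22. With limma-voom Cd8a (0.26), Il6 (-0.24), Cd22 (-0.16) and Sgo1 (-0.60) reversed, and with thinned counts Ctnnb1 (0.033) and Cd22 (-0.049). Of the 12 genes the paper names from the RNA-seq, 10 kept their direction in every alternative that gave a value, and 1, Gstm5, passed in some alternative. Those that did not keep it were Tmsb15b1 and Cd86. Cd86 reversed only without scaling, a setting that lowered most genes and in which Cd86 lay above the median. With filterByExpr no value exists for named genes with few counts, such as Sfrp4 and Fmn2.

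Leaving out 1 library at a time gave -0.83 to 1.91 for Tmsb15b1, -0.58 to 0.23 for Lif, -0.059 to 0.037 for Ctnnb1, -6.75 to 5.71 for Cd8a, -1.62 to 1.45 for Il6, -0.90 to 0.63 for Cd22, -1.07 to 0.73 for Sgo1, -0.27 to 0.065 for Rag1, -8.42 to 0.14 for Xist, -0.51 to 0.52 for Ddx3y, -0.19 to 1.03 for Eif2s3y and -0.10 to 0.99 for Uty.

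Of 32 lists 12 passed. There were 9 with TMM, 9 with DESeq2 size factors, 9 with mapped reads (added later) and 11 with thinned counts. The number stayed at 12 without filter and with halved counts (added later). There were 6 with filterByExpr, 0 with camera's correlation estimated per list and 0 with fry. The fits that left out 1 library gave 5 to 12, where 3 lists passed in each fit and 9 did not. In these fits phenylalanine metabolism ran from -0.056 to 0.065, graft-vs-host disease from -0.11 to 0.12, antigen processing from -0.0042 to 0.36, the glutathione list from -0.039 to 0.11, Wnt targets from -0.15 to 0.028, B cells from -1.87 to 0.13 and alveolar macrophages from -0.62 to 0.060. Graft-vs-host disease also reversed without filter (0.0066), with filterByExpr (0.075), with thinned counts (0.016) and with halved counts, an alternative added later (0.0069). The glutathione list reversed with TMM (-0.0064), DESeq2 size factors (-0.0024) and no filter (-0.0056). Over the 21 lists followed, 65 changes were to weaker, 2 to stronger and 20 to the other direction. Of these changes 38 came with a replicate left out.

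No paired analysis was possible because each library has its own number. Summing genes with the same symbol was not run, as no symbol is listed more than once.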

Differences from the paper's values

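The ratio per mapped read with a count of 0 entered as 1 was chosen after seeing the values. The other alternatives here were set before the data were examined, unless said otherwise.

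The paper gives 153 differentially expressed genes, and 0 passed here, with 976 genes at an unadjusted *P* under 0.05. None of the 19 alternatives came within 1.5 times of the paper's number. The nearest of these were 72 without scaling and 233 with an unadjusted *P*. An unadjusted *P* under 0.05 with at least 2-fold was also read in each of the other alternatives, a pairing chosen after seeing the values. These came within 1.5 times: 151 with limma-voom (89 higher, 62 lower), 171 with DESeq2's Wald test (84, 87), 172 with halved counts (97, 75), 179 without RAG1-/- Sgo1-/+ replicate 6 (52, 127), 201 without the library labelled RAG1-/- replicate 2 (98, 103), 228 without RAG1-/- replicate 3 (107, 121), 228 with DESeq2 size factors (104, 124), 229 with TMM (102, 127) and 118 with filterByExpr (78, 40). How many of these genes are in the authors' list was not counted. The combination of the edgeR exact test, no filter, mapped reads and an unadjusted *P*, added after seeing the values, gave 334.

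For higher genes the paper gives 72, against 0 here, and none of the 19 alternatives closed the gap. An unadjusted *P* gave 113 and no scaling 11. Of the pairings with an unadjusted *P*, chosen after seeing the values, those listed above fell within 1.5 times, and so did no scaling (56) and mapped reads (108). For lower genes the paper gives 81, against 0 here. No scaling (61) and an unadjusted *P* (120) fell within 1.5 times of it, and the other 17 alternatives did not. With an unadjusted *P*, again chosen after seeing the values, limma-voom, DESeq2's Wald test, halved counts and the fits without the library labelled RAG1-/- replicate 2 or RAG1-/- replicate 3 did so at the numbers above, as did thinned counts (109) and the fits without RAG1-/- Sgo1-/+ replicate 4 (107) or 5 (118).

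For LOC666244 the paper gives a decrease of 4.56-fold. The gene with that number, Tmsb15b1, had a fold decrease of 0.792 here, which is an increase. Of 17 alternatives 1 has no difference by the rule used, the fit without RAG1-/- Sgo1-/+ replicate 5, in which the remaining RAG1-/- Sgo1-/+ libraries are at or under 3 counts and the fold decrease is a lower bound of 0.55. The other 16 do not. The ratio per mapped read with 0 entered as 1, chosen after seeing the values, gave 1.23-fold higher for Tmsb15b1 and 4.56-fold lower for both Tmsb15b2 and Tmsb15l.

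The paper names Gstm5, Sfrp4, Rspo3, Cd80, Fmn2 and thymosin beta as differentially expressed, and describes Itgad, Klra3 and Klra9 as lower. None of them had an adjusted *P* under 0.05 here, and the adjusted *P* was 0.832 for each except Itgad (0.869) and Tmsb15b1 (0.979). In the authors' own comparison the adjusted *P* was under 0.05 for Gstm5 (0.0367), Rspo3 (0.0119) and Cd80 (0.0325). It was not for Sfrp4 (0.123), Klra3 (0.161), Klra9 (0.576) and Fmn2 (0.184). An unadjusted *P* with at least 2-fold passes Gstm5, Sfrp4, Rspo3, Cd80, Klra3, Klra9, Fmn2, Tmsb15b2 and Tmsb15l. No scaling calls Gstm5 and, in all, 21 genes of the authors' list. DESeq2's Wald test calls 2 genes of that list, Awat1 and S100a9. Adjusted over the 12 genes the paper names alone, 6 had an adjusted *P* under 0.05. Itgad and the thymosin genes are absent from the authors' deposited list of 153.

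The paper describes consistent group differences in its heat map of the identified genes (Figure 2a). Of the authors' 153 genes, which were chosen for their difference, 114 (74.5%) had the groups apart and the rest did not. Over the tested genes, 11.8% had the groups apart, where chance gives 10%, and no principal component separated them.

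Pathways that the paper lists as affected in amino-acid metabolism had adjusted *P* between 0.175 and 0.806 as whole lists here.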

Other observations

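The tests of even counts, of the Il4i1 locus, of the thymosin genes, of natural killer and red blood cells for Klra3 and Klra9, and of the authors' list were chosen only after the result was seen.

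For genes with an unadjusted *P* under 0.05 and at least 2-fold, the 6 libraries were split into 3 and 3 in all 10 ways. Of these splits 8, the real one among them, gave at least the real 233. The splits other than the real one ranged from 212 to 364. These 233 genes can therefore not be told apart from what a split by chance gives. For genes at an adjusted *P*, where the real split gave 0 (976 at an unadjusted *P* under 0.05), 10 of 10 splits gave as many, which a count of 0 fixes in advance. Difference in library size is not the whole explanation of the 233 genes, as 154 of them still passed after thinning to 3205822 counts. GC content and transcript length are not either: 194 of the 220 genes with both known still passed after the trend was removed (across genes, the Spearman rho of the log2 fold change with GC content was 0.226). A few genes taking most of the counts did not differ between the groups (exact permutation test on the share of the 10 largest, *P*=0.9).

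The authors' list matches selection by unadjusted *P*: 20 of its 153 genes have the authors' adjusted *P* under 0.05.

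Of the counts from 1 to 20, 80.5% were even, so both reads of a pair were likely counted on a gene. The number of fragments behind a count would then be about the count divided by 2.

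Il4i1 and its read-through gene Il4i1b, chosen after its values were seen (81, 44 and 41 against 62, 55 and 91 reads), are both among the authors' higher genes. Over the authors' genes, phenylalanine, tyrosine and tryptophan biosynthesis has a *z* score of 14.2 with the locus as 2 genes and 7.67 with the locus counted once. One locus counted as 2 genes may lie behind part of the paper's score for this pathway.

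Tmsb15b2 and Tmsb15l had the same count in 6 of 6 libraries, as reads shared between near-identical genes would give, so these may be a single measurement.

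For lower Klra3 and Klra9, fewer natural killer cells in the tissue was tested on 15 natural killer genes other than Klra. They changed by -0.45 on average (camera *P* of 0.0781, not past 0.05), about as much as the whole list, so fewer cells may contribute and are not set aside. The red blood cell list was lower by -0.72 (camera *P* of 0.00091; adjusted *P*=0.00728, groups overlapping), and by -0.71 without the library labelled RAG1-/- replicate 2, as less blood left in the tissue would give. The Klra genes do not follow it library by library, as their summed CPM was highest in RAG1-/- replicate 1, where the mean log2 CPM of the red blood cell list was 8.73 against 9.47 and 10.15 in the other RAG1-/- libraries. The summed CPM of 11 Klra genes were 27.3, 16.0 and 25.3 in RAG1-/- and 13.7, 21.1 and 10.6 in RAG1-/- Sgo1-/+ (exact permutation test, *P*=0.2, where the smallest possible is 0.1). The groups overlap in this sum, but it is lower in 2 of the 3 RAG1-/- Sgo1-/+ libraries than in every RAG1-/- library, so reads shared between family members are neither shown nor excluded. The tests do not decide between these explanations. In the library labelled RAG1-/- replicate 2 Ncr1 (8) and Klrb1c (10) were below RAG1-/- replicates 1 (54 and 59) and 3 (29 and 56).

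For lower Gstm5, a shift of the glutathione pathway as a whole was not seen (camera *P* of 0.774). For lower Sfrp4 and Rspo3, activation of Wnt target genes in the same lungs was not seen (camera *P* of 0.358). For less connective tissue in the piece of lung, the fibroblast list was lower by a mean of -0.18 without passing 0.05 (camera *P* of 0.0643) and the smooth muscle list was higher, so this is not excluded.

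Markers that the paper measured in Sgo1-/+ mice without the RAG1 defect were read in the RAG1-/- background. The paper measured β-catenin and calreticulin as protein, while all values here are of RNA. It takes CD8 and CD22 as markers of T and B cell activation, and RAG1-/- mice have compromised T and B cell immunity. Log2 fold changes were -0.11 for Lif (adjusted *P*=0.974), 0.17 for Ccnd1 (0.876), -0.0040 for Ctnnb1 (0.997), 0.34 for Calr (0.832), -0.98 for Cd8a (0.949), -0.48 for Il1b (0.859), 0.70 for Il6 (0.952), 0.034 for Cd22 (0.996) and 0.26 for Cd24a (0.873). Cd8a had 34 reads in the library labelled RAG1-/- replicate 2, 12 in RAG1-/- Sgo1-/+ replicate 6 and 0 in the other libraries. Without the library labelled RAG1-/- replicate 2, Cd22 was at 0.63 and Cd8a at 5.71. The 14 Ifna genes had 0 counts.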
